# Microarray Analysis of Rat Pancreas Reveals Altered Expression of Alox15 and Regenerating Islet-Derived Genes in Response to Iron Deficiency and Overload

**DOI:** 10.1371/journal.pone.0086019

**Published:** 2014-01-21

**Authors:** Richard Coffey, Hyeyoung Nam, Mitchell D. Knutson

## Abstract

It is well known that iron overload can result in pancreatic iron deposition, beta-cell destruction, and diabetes in humans. Recent studies in animals have extended the link between iron status and pancreatic function by showing that iron depletion confers protection against beta-cell dysfunction and diabetes. The aim of the present study was to identify genes in the pancreas that are differentially expressed in response to iron deficiency or overload. Weanling male Sprague-Dawley rats (n = 6/group) were fed iron-deficient, iron-adequate, or iron-overloaded diets for 3 weeks to alter their iron status. Total RNA was isolated from the pancreases and pooled within each group for microarray analyses in which gene expression levels were compared to those in iron-adequate controls. In iron-deficient pancreas, a total of 66 genes were found to be differentially regulated (10 up, 56 down), whereas in iron-overloaded pancreas, 164 genes were affected (82 up, 82 down). The most up-regulated transcript in iron-deficient pancreas was arachidonate 15-lipoxygenase (Alox15), which has been implicated in the development of diabetes. In iron-overloaded pancreas, the most upregulated transcripts were Reg1a, Reg3a, and Reg3b belonging to the regenerating islet-derived gene (Reg) family. Reg expression has been observed in response to pancreatic stress and is thought to facilitate pancreatic regeneration. Subsequent qRT-PCR validation indicated that Alox15 mRNA levels were 4 times higher in iron-deficient than in iron-adequate pancreas and that Reg1a, Reg3a, and Reg3b mRNA levels were 17–36 times higher in iron-overloaded pancreas. The elevated Alox15 mRNA levels in iron-deficient pancreas were associated with 8-fold higher levels of Alox15 protein as indicated by Western blotting. Overall, these data raise the possibility that Reg expression may serve as a biomarker for iron-related pancreatic stress, and that iron deficiency may adversely affect the risk of developing diabetes through up-regulation of Alox15.

## Introduction

The association between excess iron and pancreatic dysfunction has long been observed in the iron overload disorder hereditary hemochromatosis [1]. Patients with hemochromatosis have a higher prevalence of diabetes, decreased insulin secretory capacity, and impaired glucose tolerance relative to the normal population [2]. The *Hfe* knockout mouse, the animal model of hemochromatosis, also displays alterations in pancreatic function, including decreased insulin secretory capacity [3]. In humans, insulin secretory capacity and glucose tolerance improves after iron stores are normalized by phlebotomy, suggesting that tissue iron levels are an important determinant of insulin action [4]. Consistent with this idea are animal studies showing that a decrease in iron stores (in response to phlebotomy or a low-iron diet) can increase insulin secretion and pancreatic insulin levels [5], [6]. However, iron depletion to the point of iron deficiency and anemia has been shown to negatively affect glucose homeostasis by increasing blood glucose concentrations [7].

The effects of iron overload and deficiency on glucose homeostasis are likely mediated, at least in part, by iron-related changes in the expression of genes involved in glucose metabolism. For example, iron deficiency has been reported to be associated with higher levels of rate-limiting gluconeogenic enzymes in rat liver [8] and iron-loaded *Hfe* knockout mice display increased glucose uptake by isolated soleus muscle and decreased glucose oxidation by isolated hepatic mitochondria [9], [10]. Little information, however, exists regarding iron-related gene expression in the pancreas. Given that the pancreas hormonally controls whole-body glucose homeostasis, the aim of the present study was to examine global changes in pancreatic gene expression in response to iron deficiency and overload. Identification of pancreatic genes that are regulated by iron status may offer insight not only into how iron status perturbs glucose homeostasis, but also how iron overload may contribute to beta-cell destruction and diabetes.

## Materials and Methods

### Animals and Diets

Weanling male Sprague-Dawley rats (Charles River Laboratories) were randomized (n = 6/group) to receive either iron-deficient (FeD), iron-adequate (FeA), or iron-overloaded (FeO) diets. Purified diets were prepared according to the AIN-93G formulation, but with no added iron (FeD), 35 mg/kg ferric citrate (FeA), or 2% carbonyl iron (Sigma-Aldrich) (FeO). Iron contents of the diets, as determined by inductively coupled plasma mass spectroscopy (ICP-MS), were 5 ppm (FeD), 36 ppm (FeA), and 20,275 ppm (FeO). Diets were also modified to contain Avicel® microcrystalline cellulose instead of cellulose (to minimize contaminant iron) and 20% sucrose instead of 10% sucrose (while reducing the amount of cornstarch accordingly) [11]. The amount of sucrose was increased in order to make the iron-loaded diet more palatable. After 3 weeks of feeding, overnight-fasted rats were sacrificed by exsanguination from the descending aorta. Blood was collected into heparinized syringes and then centrifuged to obtain plasma. Pancreases were quickly harvested, immediately frozen in liquid nitrogen, and maintained at −80°C for subsequent analyses. Animal experiments were approved by the Institutional Animal Care and Use Committee at the University of Florida (Protocol # 201101613).

### Iron Status Parameters and Blood Glucose Concentrations

Hemoglobin and liver non-heme iron were measured as described previously [11]. Blood glucose concentrations were determined in freshly collected heparinized blood by using a handheld glucometer (Accu-Chek)

### Pancreatic Mineral Concentrations

Tissues were dried overnight in a 75°C oven and then digested overnight in approximately 10× its mass of nitric acid. The digested samples were diluted with water to 100× the dried tissue mass. Elemental analysis for iron, zinc, manganese, copper, and cobalt was performed according to the method of Wahlen et al. [12] using an Agilent 7500ce Inductively Coupled Plasma–Mass Spectrometer (ICP/MS). Analyses were performed by the Michigan State University Diagnostic Center for Population and Animal Health.

### RNA Isolation and Assessment of RNA Integrity

Frozen pancreas samples were submerged in liquid nitrogen and finely ground by using a mortar and pestle. After grinding, total RNA was isolated by using the RNeasy Mini Kit (Qiagen) following the manufacturer's protocol. Integrity of isolated RNA was confirmed by denaturing agarose gel electrophoresis followed by visualization of 18S and 28S ribosomal RNA bands. Prior to microarray analysis, RNA integrity was additionally assessed by using the Agilent 2100 Bioanalyzer and RNA 6000 Nano Kit (Agilent).

### Microarray Analysis

RNA samples (n = 6) from each dietary group were pooled and analyzed by using a Rat GE 4x44K v3 Microarray (Agilent). Both FeD and FeO pooled cDNA samples were individually compared with FeA in duplicate measurements. The assignment of fluorescent Cy3 or Cy5 dye to each comparison group was alternated between the duplicates. To identify differential gene expression, values of signal intensity were log_2_ transformed and normalized before the Student's t-test was performed for probe-specific comparisons. Genes showing a statistically significant *(P*<0.05) log_2_-transformed fold change of at least ±2 were analyzed to identify functional biological categories by using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [13]. Microarray analysis was conducted at the Interdisciplinary Center for Biotechnology at the University of Florida. The microarray data discussed herein have been deposited in NCBI's Gene Expression Omnibus [14] and are accessible through GEO Series accession number GSE44699 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44699).

### Relative mRNA Quantification

cDNA was synthesized from total RNA by using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Specific exon-spanning primers for genes of interest were generated (Table S1) and confirmed for specificity by using the NCBI Basic Local Alignment and Search Tool (BLAST) [15]. Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) was performed by using *Power* SYBR Green PCR Mastermix (Applied Biosystems) and an Applied Biosystems 7300 Real-Time PCR System. Dissociation curve analysis of PCR products revealed single products and all PCR amplification efficiencies were 100±10%. Quantitation of mRNA was determined by comparison to standard curves generated by four 10-fold serial dilutions of standard cDNA. Transcript levels were normalized to those of cyclophilin B (peptidylprolyl isomerase B, PPIB).

### Western Blotting

Pancreas samples were homogenized in ice-cold buffer containing 0.05 M Tris-HCl (pH 7.4), 0.05 M NaCl, 0.001 M EDTA, 0.25% Tween-20, and Complete, Mini Protease Inhibitor Cocktail (Roche). Tissue homogenates were clarified by centrifugation at 10,000×*g* for 10 minutes at 4°C, followed by sonication of the supernatant. Protein concentrations were determined by using the *RC DC* Protein Assay Kit (Bio-Rad). Proteins were mixed with Laemmli buffer, incubated at 70°C for 10 minutes, and then electrophoretically separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) on a 7.5% gel. Separated proteins were transferred to a polyvinyl difluoride (PVDF) membrane (Bio-Rad), and incubated in blocking buffer (5% nonfat dry milk in Tris-buffered saline (TBS)-Tween 20 (TBS-T)) for 1 hour. The blot was then incubated with rabbit anti-rat Alox15 antibody (kindly provided by Dr. James F. Collins, University of Florida), 1∶8000 dilution for 2 hours. After washing with TBS-T, the blot was incubated with horseradish peroxidase (HRP)-conjugated donkey anti-rabbit IgG secondary antibody (Amersham Biosciences), 1∶10,000 dilution for 45 minutes. After washing with TBS-T and TBS, antibody binding was observed by using enhanced chemiluminescence (SuperSignal West Pico, Pierce) and the Fluorchem E imaging system (ProteinSimple). To indicate lane loading, the blot was stripped and reprobed with a mouse anti-α-tubulin antibody (Sigma) at a 1∶5000 dilution, followed by an HRP-conjugated goat anti-mouse IgG secondary antibody (Santa Cruz) at a 1∶10,000 dilution. Densitometry was performed by using AlphaView software (ProteinSimple).

### Statistical Analysis

Data were analyzed for statistical significance by using one-way ANOVA and Tukey's multiple comparison post-hoc test (GraphPad Prism). Unequal variance between groups was accounted for by log transformation, where applicable, to normalize variance before statistical analysis.

## Results

### Body Weight, Iron Status, and Blood Glucose Concentrations

After 3 weeks of feeding the experimental diets, body weights were significantly lower in the FeD and FeO groups relative to FeA controls, but did not differ between FeD and FeO animals (Table 1). Liver non-heme iron concentrations, an indicator of body iron stores, confirmed that rats fed the FeD diet became iron deficient whereas rats fed the FeO diet became iron overloaded. In FeO animals, liver non-heme iron concentrations were nearly 40 times higher than controls. FeD rats also became anemic with hemoglobin levels that were 41% lower than normal (Table 1). Blood glucose concentrations were elevated in FeD rats compared with FeA controls, whereas those in FeO animals did not differ from controls (Table 1).

**Table 1:** Body weight, iron status, and blood glucose concentration of rats.

Group*	Body weight (g)	Liver non-heme iron (μg/g)	Hemoglobin (g/dL)	Glucose (mg/dL)
FeD	193.3±20.2^a^	3.5±3.6^a^	7.5±2.2^a^	154.5±39.0^b^
FeA	224.3±11.1^b^	25.4±17.7^b^	12.8±0.4^b^	99.0±16.0^a^
FeO	170.3±23.6^a^	980.6±310.2^c^	13.6±0.6^b^	117.7±18.5^a^

* FeD, iron deficient.; FeA, iron adequate; FeO, iron overloaded. Values represent means ± SD, n = 6.

Means without a common superscript are significantly different *P*<0.05.

### Pancreatic Mineral Concentrations

In FeO rats, pancreatic iron concentrations were 155% higher than those in FeA animals, whereas in FeD rats, iron concentrations were 40% lower than controls (Table 2). Given that iron deficiency and overload can affect tissue concentrations of other trace minerals [11], we measured pancreatic concentrations of zinc, manganese, copper, and cobalt (Table 2). Pancreatic zinc concentrations were found to be 26% higher in FeD rats, and copper concentrations were 74% lower in FeO rats, when compared with FeA controls. By contrast, pancreatic manganese and cobalt concentrations did not differ among groups. It should be noted that the concentrations of zinc, manganese, copper, and cobalt did not differ among the experimental diets (data not shown).

**Table 2:** Pancreatic mineral concentrations.

Group	Iron	Zinc	Manganese	Copper	Cobalt
FeD	38.2±5.7^a^	107.5±18.0^b^	8.7±1.9	4.7±1.0^b^	0.05±0.02
FeA	63.7±14.3^b^	85.0±16.0^a^	6.2±1.9	3.8±0.7^b^	0.03±0.01
FeO	162.7±59.5^c^	75.2±8.5^a^	7.0±1.2	1.0±0.0^a^	0.04±0.01

Mineral concentrations (μg/g dry weight) were measured by using ICP-MS. Values represent means ± SD, n = 6 Means without a common superscript are significantly different *P*<0.05.

### Identification and Classification of Differentially Expressed Genes by Microarray Analysis

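Total RNA isolated from the pancreases of 6 rats per diet, killed after 3 weeks of feeding, was combined into 1 pool for each of the FeD, FeA and FeO groups. The paper measured 5 ppm iron in the FeD diet, 36 ppm in the FeA diet and 20275 ppm in the FeO diet, whereas the sample labels give 35 ppm for the FeA diet. The FeD pool and the FeO pool were each hybridised against the FeA pool on 2 arrays, with the Cy3 and Cy5 dyes swapped on array 2. Although the labels number the arrays as slides, all 4 arrays come from 1 slide and 1 scan, and every ratio was taken within an array. Both arrays of a comparison hold the same 2 pools and are 1 replicate. The difference between them is technical (hybridisation and dye), not variation among rats, so the diets could not be tested. The authors deposited the intensities of the scanner software, with a median spot signal of 115 to 222.5 intensity units per channel over a median local background of 50 to 87. Of the 42877 spots of gene probes, between 61.9% and 71.5% per channel were well above background by the software's criterion. Below that level a ratio is limited to a bound. From the median spot and background signals, log2 ratios of the diet over FeA were computed with limma after normexp background correction with an offset of 50 and loess normalization within each array. The ratios of the swapped array were turned, and the mean of both arrays is reported. A probe entered the counts when it was well above background on every array of the comparison in at least 1 of the 2 diets. A gene was counted as up or down when any of its probes had a mean log2 ratio of at least 2, or at most -2, with the same sign on both arrays, and none passed in the other direction. Where a diet was not well above background on either array, only a bound is given ("at least N-fold"). It is a bound on the mean of both arrays, so the ratio on a single array can fall short of it. The bound sets the brighter diet's mean against the dimmer diet's mean of the higher of its own signal and the lowest signal well above background on that array, on channel values after loess and Aquantile normalization. Gene names follow the probe's accession in the reference table for 18004 of the 30367 probes, the authors' table for 4945, and the array's own name for 7418. Genes that the paper names keep its symbol, which can differ from the reference. The paper's Gsta5 is Gsta3 in the reference table, and its LOC494499 is Gsta5 there.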

Microarray analysis was used to identify candidate genes that are differentially expressed in FeD and FeO pancreas, especially those that may influence the risk for diabetes. Using a log_2_ fold change of ±2 and *P*<0.05 as a cutoff, we identified a total of 230 genes as differentially expressed in FeD and FeO pancreas relative to FeA pancreas. 

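Probes well above background in at least 1 diet numbered 17526 for FeD against FeA and 18365 for FeO against FeA, and they covered 15733 and 16463 genes. By the size of the ratio alone, 17 genes differed in FeD pancreas and 32 in FeO pancreas, a sum of 49 over both comparisons and 35 distinct genes. Of these, 13 genes were down in both comparisons, 1 was up in both and 0 changed in opposite directions. Both comparisons use the FeA pool, so an overlap can arise even when the diets change nothing. Unchanged pools that share the FeA pool were simulated 1000 times, with deviations redrawn from the observed ratios. A mean of 5.05 genes (0 to 13) was down in both and 5.24 (0 to 17) up in both. The observed ratios include the genes past the criterion, so the simulated overlap contains any change in them. The simulation therefore cannot tell whether the 13 genes down in both exceed what unchanged pools give. The methods' t-test, applied to the intensities of the 2 channels of each diet at the paper's threshold, removed none of the 49 genes, and after Benjamini-Hochberg adjustment it left 0. The methods' t-test on the ratios within each array left 23 of the 49, and 0 after adjustment. Without the size criterion, the methods' t-test on the channel intensities placed 327 probes in FeD and 1210 probes in FeO below its threshold, and 0 in either comparison after adjustment. limma's moderated test on the 2 arrays of a comparison placed 93 and 185 probes below the threshold after Benjamini-Hochberg adjustment and removed none of the 49 genes. These tests compare the RNA pools by technical error and say nothing on the spread among rats. Apart from the adjusted forms of the methods' t-test, a linear fold of 2 in place of a log2 ratio of 2 moved the sum most, to 251. Across probes, which are not independent replicates, the ratios of the swapped arrays correlated with a Pearson r of 0.183 in FeD and 0.407 in FeO (Spearman's rho -0.064 and 0.115). The paper takes the genes past its fold change and P cutoffs as differentially expressed and sorts them into functional categories.

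**Figure D1:**
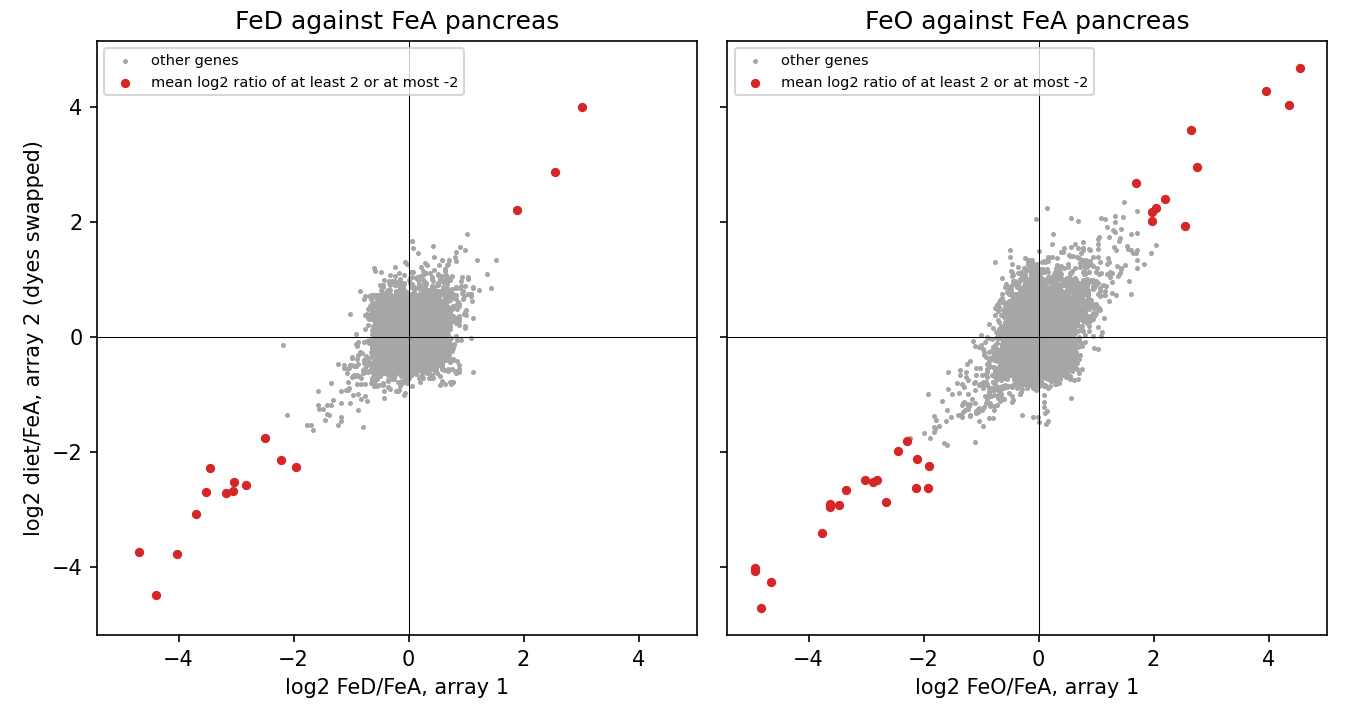
Log2 ratio of each gene on array 1 (x axis) against array 2 with the dyes swapped (y axis), FeD over FeA on the left and FeO over FeA on the right, as the mean over the gene's probes that passed the filter. Red points have a mean log2 ratio of at least 2 or at most -2; they lie along the diagonal, whereas the grey points form a cloud around 0.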

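In FeD against FeA, 3 genes were up by the size criterion (Alox15, Tdh and Reg1a) and 14 were down. The up-regulated probes were well above background in both pools, and among the 17 probes of the down-regulated genes, 1 was not well above background in FeD on either array. Some of the genes with the lowest ratios are outside the paper's Table 3. Tff1 had a log2 ratio of -3.05 and -2.68 on the 2 arrays (mean -2.86), Tff3 of -1.95 and -2.25 (mean -2.10) and Tm4sf5 of -2.50 and -1.75 (mean -2.12). A transcript that the array lists only as TC595358 had a mean of -3.39. The 2 probes of Lgals4 gave -2.24 and -2.11, whereas the probes of LOC691352 (-3.70 and -2.04) and of LOC691259 (-3.30 and -2.10) lay further apart. With either array left out, 2 to 3 genes were up and 13 to 15 were down.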

In FeD pancreas 66 genes were differentially expressed (56 down-regulated and 10 up-regulated) (Figure 1). In FeO pancreas 164 genes were differentially expressed (82 down-regulated and 82 up-regulated). 

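In FeO against FeA, the same criterion gave 10 genes up and 22 genes down. All probes of the up-regulated genes were well above background in FeA, and of the 25 probes of the down-regulated genes, 6 were not well above background in FeO on either array. When both diets had to be well above background on both arrays, 10 genes were up and 17 down. The number of up-regulated genes rested on the arrays combined: without array 1 it was 22, and without array 2 it was 9. Genes outside the paper's Table 4 included Cfd, with log2 ratios of 2.20 and 2.41 on the 2 arrays (mean 2.30), C6 with 2.54 and 1.94 (mean 2.24) and Car3 with 2.04 and 2.25 (mean 2.14). Among the down-regulated genes were Glycam1 (-2.65 and -2.86, mean -2.75), Tff3 (-2.14 and -2.62, mean -2.38) and the transcripts listed as TC595358 (mean -4.50) and FQ220235 (mean -2.64).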

The differentially expressed genes were analyzed by using DAVID bioinformatics resources to identify gene ontology categories. In FeD pancreas, the category with the highest number of genes was “lipid transport” (7 genes), followed by “antimicrobial” (4 genes), “neuropeptide” (4 genes), and “pancreatitis-associated protein” (3 genes) (Figure 1A). 

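Lipid transport, antimicrobial, neuropeptide and pancreatitis-associated protein genes of Table S2 number 18, and 16 of them had a negative log2 ratio in FeD against FeA on both arrays. The other genes, S100a9 and Reg1a, were higher on both arrays. For 12 of the 18 genes, 1 diet was not well above background on either array, so only a bound is available. The 7 lipid transport genes had log2 ratios between -4.21 and -0.45 (median -0.91), with bounds for 4 of them. Mogat2 was at least 2.45-fold lower by 1 of its 2 probes and Mttp at least 1.38-fold lower, and Npc1l1, well above background in FeA on 1 of 2 arrays, at least 1.22-fold lower. That Mogat2 probe gave a ratio of -1.37, and the other, not well above background in either diet, -0.17. Apoc3, well above background in FeD on 1 of 2 arrays, had log2 ratios of -1.05 and -0.77. The antimicrobial genes Defa6 and Defa8 were at least 1.56-fold and 1.47-fold lower. S100a9, well above background in FeD on 1 array and in FeA on neither, was at least 1.29-fold higher. Among the neuropeptide genes, Vip was at least 1.74-fold lower and Cartpt at least 1.28-fold lower. Calca, well above background in FeD on 1 array, had log2 ratios of -0.79 and -0.57, and Gal of -0.89 and -0.65.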

All but two of the genes in these categories were down-regulated in FeD pancreas. By contrast, in FeO pancreas, most gene ontology categories were enriched with up-regulated genes (Figure 1B). For example, 6 of 8 genes were up-regulated in the “pattern binding” category in FeO pancreas. 

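Over the 8 categories of Table S3, 18 of the 39 genes were higher and 21 were lower in FeO than in FeA, each with the same sign on both arrays. More genes were higher than lower in 3 of the 8 categories. All 3 complement activation genes were higher (median log2 ratio 2.24), as were 3 of 7 glutathione and drug metabolism genes (median -0.22), 2 of 6 protease activity genes (median -0.76) and 1 of 3 genes for regulation of lipid transport (median -0.78). The 4 digestive system process genes and the 3 defensin propeptide genes were all lower, with medians of -2.72 and -0.56. Bounds alone were available for 19 of the 39 genes. Colq and Gsta5 were higher in FeO when the probe with the highest intensity stood for the gene.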

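In the pattern binding category, 6 of 8 genes had a higher mean log2 ratio in FeO than in FeA, and 0 of the 8 reached a log2 ratio of 2 in either direction. The mast cell protease gene Tpsb2 had a mean log2 ratio of 1.08, well above background in both pools. Prg4, well above background in FeA on 1 of 2 arrays, had ratios of 0.86 and 0.79. FeA was not well above background on either array for the remaining up-regulated genes. Ccl7 was at least 1.69-fold, Vegfb at least 1.46-fold, Pla2g5 at least 1.34-fold and Itgam at least 1.25-fold higher in FeO. Of the lower genes, Colq had ratios of -1.71 and -0.90, and Abp1, well above background in FeA on 1 of 2 arrays and in FeO on neither, was at least 1.22-fold lower.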

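Reg1a, Reg3a, Reg3b, Reg3g and Reg4 encode pancreatitis-associated proteins of the regenerating family. In FeD against FeA, Reg1a had log2 ratios of 1.88 and 2.21 on the 2 arrays, with a mean of 2.04. Array 1 alone would leave it below the criterion. Reg3g and Reg4 were not well above background on either array in FeD or FeO. Reg3g was at least 1.39-fold lower in FeD and at least 1.36-fold lower in FeO than in FeA, and Reg4 at least 1.94-fold and at least 2.28-fold lower.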

Of note, the gene ontology category “pancreatitis-associated protein” was identified in both FeD and FeO pancreas. Lists of the genes in each category along with fold change are provided in Table S2 and Table S3. 

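The 20 genes that Table 3 lists for FeD pancreas all had a mean log2 ratio in the table's direction, 18 of them on both arrays, and 9 reached a log2 ratio of 2 in size. For 11 of the 20, 1 diet was not well above background on either array. Of the 10 genes listed as up-regulated, 3 reached a log2 ratio of 2, and the median over the 10 was 0.43. Tdh had log2 ratios of 2.55 and 2.88 on the 2 arrays, and the 2 RT1-CE5 probes gave 0.24 and 0.75. FeA was not well above background for Vegfb, Scgb2a1, Kcnn1 and Agxt2, which were well above background in FeD on 1 array. Vegfb and Scgb2a1 were at least 1.20-fold and 1.21-fold higher in FeD. Kcnn1 and Agxt2 had ratios of opposite sign on the 2 arrays, so no bound is given for them, and the mean ratio of Kcnn1 was negative with median centring or with normexp at offset 0. Of the 10 down-regulated genes, 6 reached a log2 ratio of -2. S100g had log2 ratios of -4.39 and -4.49, Prap1 of -4.02 and -3.77, and LOC494499 of -3.53 and -2.69. LOC679368, LOC688542 and Creb3l3 were at least 2.53-fold, 2.43-fold and 2.20-fold lower, with FeD not well above background. All 20 genes of Table 4 had a ratio in the table's direction on both arrays of FeO against FeA, and 14 reached a log2 ratio of 2 in size. Pla2g2a had log2 ratios of 2.65 and 3.61 and Ucma of 2.76 and 2.96. Pnoc, Expi, Bin2a and Calml3 were at least 3.25-fold, 2.94-fold, 2.08-fold and 1.87-fold higher, with FeA not well above background. Among the lowest were S100g (-4.83 and -4.71), Prap1 (-4.65 and -4.25), Lgals4 (-3.77 and -3.41) and LOC494499 (-3.62 and -2.95, FeO well above background on 1 array). The 2 probes of LOC691352 gave -4.27 and -2.25 and those of LOC691259 -4.36 and -2.02. Hsd17b2 was at least 3.12-fold lower, with FeO not well above background.

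**Figure D2:**
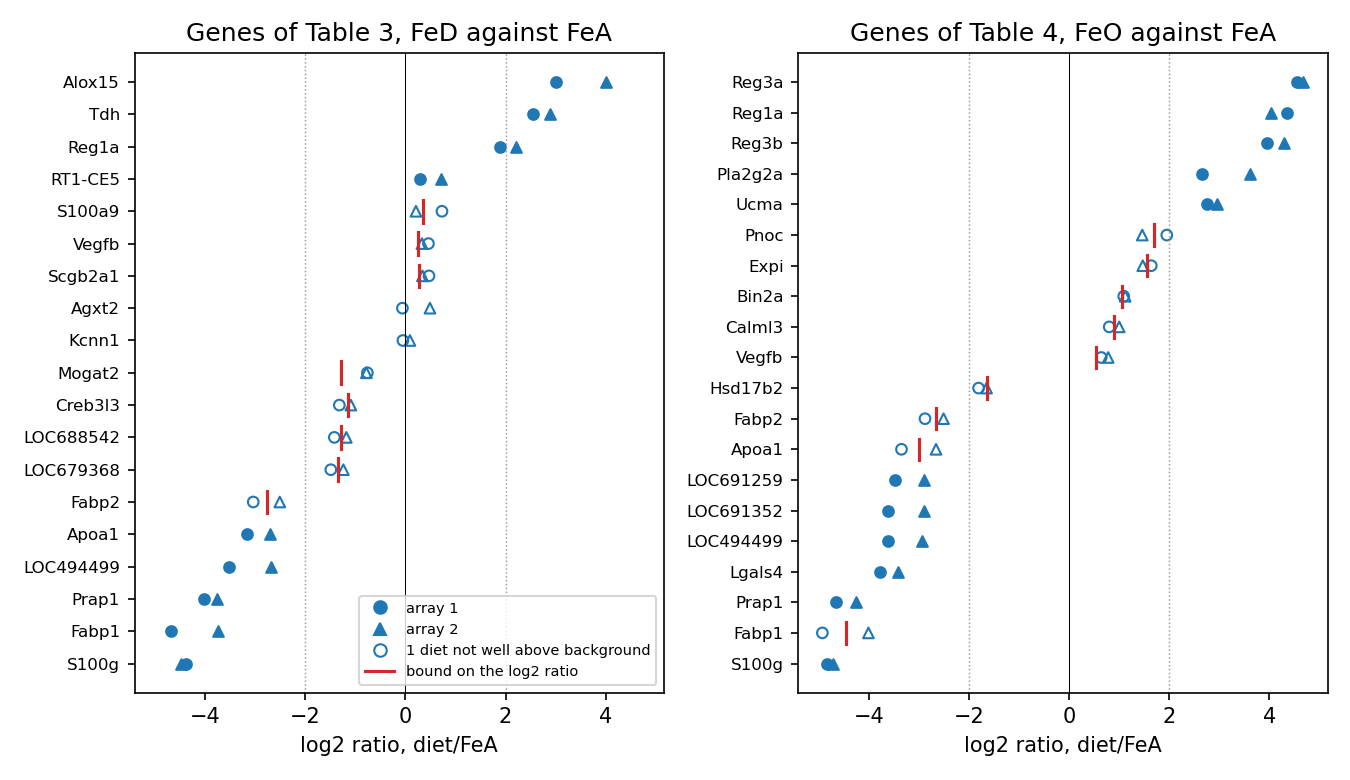
Log2 ratio of the diet over FeA (x axis) on array 1 (circles) and array 2 (triangles) for genes of Table 3 (left, FeD) and Table 4 (right, FeO). Open symbols mark genes with 1 diet not well above background and red ticks their bounds where both arrays have the same sign; the open symbols among the up-regulated genes lie inside the dotted lines at 2 and -2.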

The top 10 most up-regulated and down-regulated genes in FeD and FeO pancreas, ordered by mean magnitude change (*P*<0.05), are shown in Table 3 and Table 4. The genes listed in Table S2, Table S3, Table 3, and Table 4 were surveyed in the literature to identify those with reported associations with diabetes and/or glucose homeostasis, and several of these were subsequently selected for validation by qRT-PCR of individual rat samples (n = 6 group). It should be noted that, although we altered the iron status of the animals and the pancreases, the microarray did not detect changes in the expression of any genes commonly known to be related to iron homeostasis (e.g. *Slc11a2, Slc40a1, Slc39a14, Cybrd1, Heph, Trfr1, Trfr2, Hfe, Hamp*). 

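Of the 9 iron homeostasis genes named, 8 were well above background, and 0 reached a log2 ratio of 2, or of 1, in either direction in either comparison. Trfr2 was not well above background in any pool. Cybrd1, well above background in FeD on 1 of 2 arrays, had log2 ratios of -0.45 and -0.79 in FeD against FeA, and of 0.43 and -0.21 in FeO against FeA. Of the 2 Trfr1 probes, the probe that passed the filter had ratios of 0.31 and 0.45 in FeD (mean 0.38) and of -0.52 and -0.64 in FeO (mean -0.58). The other probe did not pass it and gave means of -0.09 and 0.03. Slc11a2 had ratios of -0.15 and -0.60 in FeD and of -0.31 and -0.79 in FeO, and Slc40a1 of -0.28 and -0.39 and of -0.23 and -0.36. By the probes that passed the filter, the mean ratios of Slc39a14, Heph, Hfe and Hamp lay between -0.11 and 0.22. The lowest, Slc39a14 in FeD, had ratios of -0.37 and 0.15 on the 2 arrays. The mean ratios of Slc39a14, Heph and Hfe in FeO changed sign under other processing. A change smaller than a log2 ratio of 2 is not excluded.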

QRT-PCR analyses of *Slc11a2* and *Slc39a14* confirmed no differences in the expression of these genes (data not shown). However, we did find that *Trfr1* (transferrin receptor) mRNA levels were 58% higher (*P*<0.05) in the FeD pancreases relative to the FeA controls (data not shown), consistent with the known regulation of TfR1 in iron-deficient conditions.

**Figure 1:**
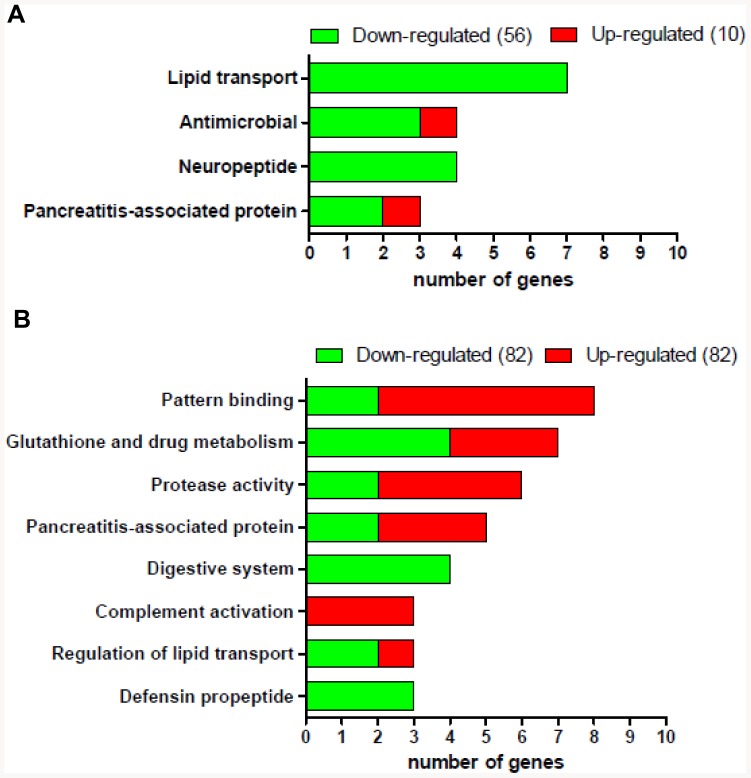
Functional classification of pancreatic genes up- or down-regulated in response to iron deficiency and iron overload. Microarray analysis identified a total of 66 differentially expressed genes in response to iron deficiency (Panel A) and 164 genes in response to iron overload (Panel B). Genes were then subjected to DAVID analysis to identify functional categories. (A) Functional gene categories identified in iron-deficient pancreas and the number of genes in each category. (B) Functional gene categories identified in iron-overloaded pancreas and the number of genes in each category.

**Table 3:** Top 10 most up-regulated and down-regulated genes in FeD pancreas.

Up-regulated genes	Symbol	Accession	Fold change^a^
arachidonate 15-lipoxygenase	*Alox15*	NM_031010	4.1
L-threonine dehydrogenase	*Tdh*	NM_001106044	3.3
RT1 class I, locus CE5	*RT1-CE5*	NM_001008843	3.3
S100 calcium binding protein A9*	*S100a9*	NM_053587	2.7
transient receptor potential cation channel, subfamily C, member 3	*Trpc3*	NM_021771	2.4
vascular endothelial growth factor B	*Vegfb*	NM_053549	2.4
regenerating islet-derived 1 alpha*	*Reg1a*	NM_012641	2.2
secretoglobin, family 2A, member 1	*Scgb2a1*	NM_080770	2.2
potassium intermediate/small conductance Ca-activated channel, subfamily N, member 1	*Kcnn1*	NM_019313	2.0
alanine-glyoxylate aminotransferase 2	*Agxt2*	NM_031835	1.9
Down-regulated genes			
fatty acid binding protein 1, liver*	*Fabp1*	NM_012556	−6.1
fatty acid binding protein 2, intestinal*	*Fabp2*	NM_013068	−6.0
LOC494499 protein	*LOC494499*	NM_001010921	−5.0
proline-rich acidic protein 1	*Prap1*	NM_031669	−5.0
s100 calcium binding protein G	*S100g*	NM_012521	−4.9
monoacylglycerol O-acyltransferase 2*	*Mogat2*	NM_001109436	−4.9
apolipoprotein A-I*	*Apoa1*	NM_012738	−4.6
cAMP responsive element binding protein 3-like 3	*Creb3l3*	NM_001012115	−4.5
similar to carboxylesterase 5	*LOC679368*	XM_001056053	−4.3
carboxylesterase 5-like	LOC688542	XR_086144	−4.2

a Fold change log_2_ relative to iron-adequate rat pancreas.

* In gene ontology category in Figure 1 and Table S2.

**Table 4:** Top 10 most up-regulated and down-regulated genes in FeO pancreas.

Up-regulated genes	Symbol	Accession	Fold change^a^
regenerating islet-derived 3 alpha*	*Reg3a*	NM_172077	4.8
regenerating islet-derived 3 beta*	*Reg3b*	NM_053289	4.3
extracellular proteinase inhibitor	*Expi*	NM_133537	4.3
regenerating islet-derived 1 alpha*	*Reg1a*	NM_012641	4.2
Prepronociceptin	*Pnoc*	NM_013007	3.8
beta-galactosidase-like protein	*Bin2a*	NM_001009524	3.6
calmodulin-like 3	*Calml3*	NM_001012054	3.5
vascular endothelial growth factor B*	*Vegfb*	NM_053549	3.5
phospholipase A2, group IIA*	*Pla2g2a*	NM_031598	3.5
upper zone of growth plate and cartilage matrix associated	*Ucma*	NM_001106121	3.2
Down-regulated genes			
similar to Robo-1	*LOC691352*	NM_001109638	−8.7
fatty acid binding protein 2, intestinal*	*Fabp2*	NM_013068	−7.0
fatty acid binding protein 1, liver*	*Fabp1*	NM_012556	−7.0
proline-rich acidic protein 1	*Prap1*	NM_031669	−6.6
lectin, galactoside-binding, soluble, 4	*Lgals4*	NM_012975	−6.0
apolipoprotein A-I *	*Apoa1*	NM_012738	−5.8
hydroxysteroid (17-beta) dehydrogenase 2	*Hsd17b2*	NM_024391	−5.6
S100 calcium binding protein G	*S100g*	NM_012521	−5.6
LOC494499 protein*	*LOC494499*	NM_001010921	−5.4
hypothetical protein LOC691259	*LOC691259*	NM_001109632	−5.2

a Fold change log_2_ relative to iron-adequate rat pancreas.

* In gene ontology category in Figure 1 and Table S3.

### Confirmation of Up-Regulation of Alox15 Expression by QRT-PCR and Western Blotting

According to the microarray analysis, the most up-regulated gene in FeD pancreas was *Alox15* (arachidonate 15-lipoxygenase) (Table 3). 

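Alox15 had the highest mean log2 ratio of the 15726 genes ranked in FeD against FeA, 3.01 on array 1 and 4.00 on array 2 (mean 3.51). Its probe was well above background in both pools on both arrays. In FeO against FeA, the 2 arrays gave 0.11 and 1.31 (mean 0.71), a difference between swapped arrays larger than the mean itself.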

Alox15 catalyzes the oxidation of polyunsaturated fatty acids, such as arachidonic acid, during the formation of inflammatory mediators and has been linked to the development of type 1 diabetes [16], [17]. QRT-PCR analysis confirmed the up-regulation of Alox15 mRNA levels in FeD pancreas (Fig. 2A), and Western blot analysis revealed higher Alox15 protein levels in FeD pancreas (Fig. 2B). Alox15 protein levels were also found to be higher in FeO pancreas compared with FeA controls despite no increase in Alox15 mRNA levels. As Western blotting controls for rat Alox15, jejunum samples from iron-adequate (JA) and iron-deficient (JD) rats were analyzed in parallel with the rat pancreas samples. Consistent with a previous study by Collins et al. [18], Alox15 was detected at approximately 70 kDa and was markedly up-regulated in iron-deficient jejunum (JD) (Fig. 2B). Densitometric analysis of the Western blots indicated that Alox15 protein levels were approximately 8- and 9-fold higher (*P*<0.001) in FeD and FeO pancreas, respectively, compared with FeA controls (n = 6/group; data not shown).

**Figure 2:**
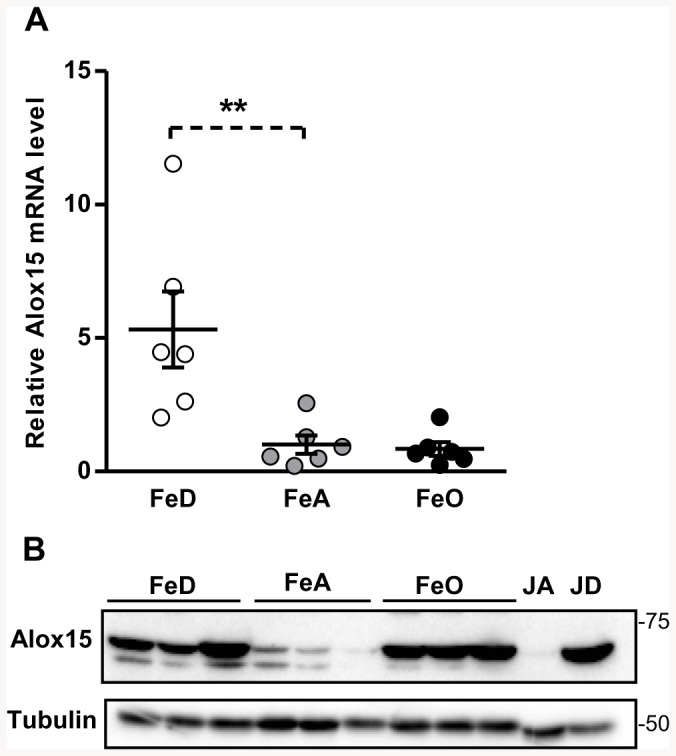
Effect of iron deficiency and overload on rat pancreatic Alox15 expression. A) Total RNA was isolated from rat pancreas and the relative transcript abundance of Alox15 was measured by using qRT-PCR. Transcript abundances were normalized to the housekeeping transcript cyclophilin B and are expressed relative to the FeA group mean (set to 1). B) Immunoblot analysis of Alox15 from a representative sample of FeD, FeA, and FeO rats. Jejunum from iron-adequate (JA) and iron-deficient (JD) rats were analyzed in parallel to serve as negative and positive controls respectively for immunodetection of Alox15. The blot was stripped and reprobed for tubulin to indicate protein loading among lanes. Values are expressed as the mean ± SEM, n = 6. Asterisks indicate a significant difference relative to FeA controls, **P<0.01.

### Confirmation of Reg Family mRNA Levels by QRT-PCR

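Reg3a, Reg1a and Reg3b held ranks 1, 2 and 3 among the 16424 genes ranked in FeO against FeA. The log2 ratios on the 2 arrays were 4.55 and 4.68 for Reg3a, 4.35 and 4.04 for Reg1a, and 3.95 and 4.29 for Reg3b, all well above background in both pools. In FeD against FeA, Reg3a had ratios of 0.93 and 1.05 and Reg3b of 0.74 and 1.04. Each value comes from RNA of 6 rats combined, so a rat with a high level raises the whole pool.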

Of the genes showing positive regulation during FeO, the most elevated belonged to the *Reg* family of regenerating islet-derived genes (Table 4). The genes of the *Reg* family, most notably *Reg1a*, have been linked to pancreatic regeneration as well as cellular growth and survival during oxidative stress [19]–[22]. Consistent with the microarray data, qRT-PCR analysis revealed that mRNA levels of these genes were up-regulated in FeO pancreas. Mean mRNA levels of Reg1a, Reg3a, and Reg3b were found to be 21, 37, and 18 times higher, respectively, in FeO pancreas than FeA controls (Fig. 3). Also consistent with the microarray, qRT-PCR analysis found that Reg1a mRNA levels were up-regulated in FeD pancreas. Reg mRNA levels varied considerably among rats, particularly in the FeO and FeD groups in which two or three values were notably higher than the others. Repeated analyses confirmed that the high values do not represent analytical artifacts. In the FeD, FeA, and FeO groups, the high values for Reg1a and Reg3a (but not Reg3b) mRNA are from the same animals, suggesting that Reg1a and Reg3a are up-regulated in parallel. It would be informative to know whether these marked differences in Reg mRNA levels are associated with changes in protein levels, however, we have been unable to locate suitable antibodies. To our knowledge, no anti-rat Reg1a antibodies are currently available, and the one anti-rat Reg3a antibody that we tried (anti-rat Reg3a, R & D Systems, catalogue #AF1745) did not provide reliable results (data not shown).

**Figure 3:**
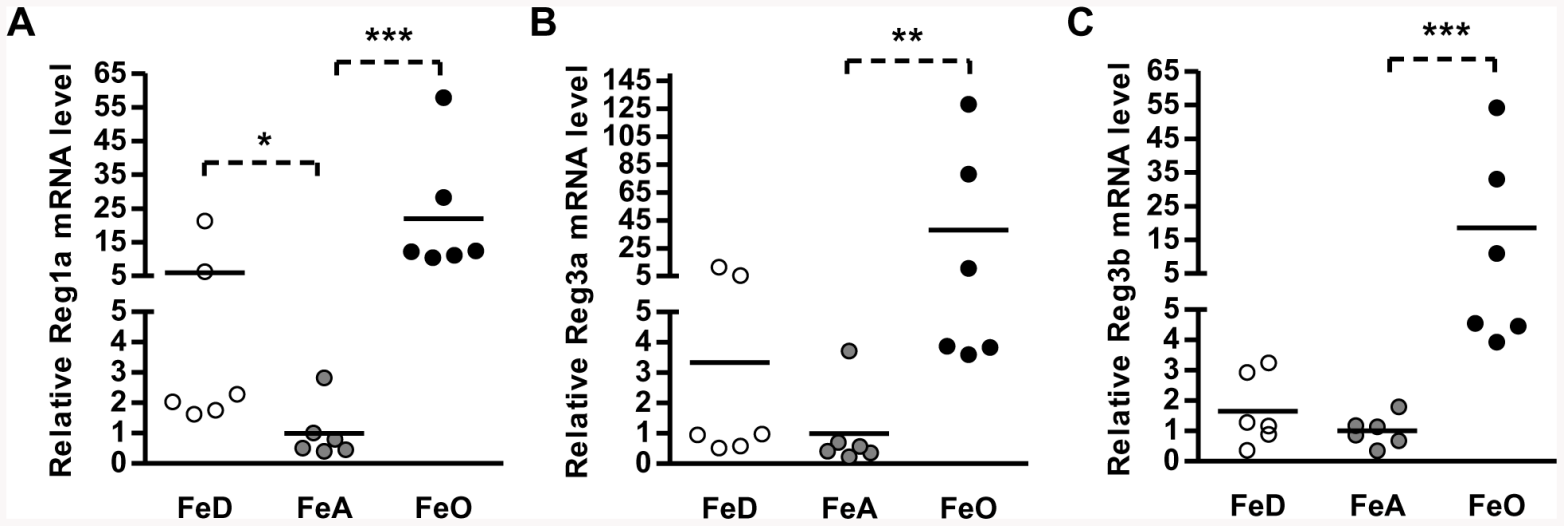
Effect of iron deficiency and overload on the expression of pancreatic Reg family genes. Total RNA was isolated from rat pancreas and the relative transcript abundances of Reg family genes were determined by qRT-PCR. Transcript abundances were normalized to levels of cyclophilin B and are expressed relative to the FeA group mean (set to 1). Statistical significance was determined by one-way ANOVA. Asterisks indicate a significant difference relative to FeA controls *P<0.05, **P<0.01, ***P<0.001.

### Discrepancies between microarray and qRT-PCR analysis results

According to the microarray, both FeD and FeO pancreas showed large down-regulations in the expression of *Fabp1*, *Fabp2*, and *Apoa1* (Tables 3 and 4), which clustered in the gene ontology category of “lipid transport” (Table S3). 

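Fabp1, Fabp2 and Apoa1 were well above background in the FeA pool on both arrays of each comparison. Fabp1 had log2 ratios of -4.69 and -3.74 in FeD against FeA, with FeD well above background on 1 of 2 arrays. In FeO, where Fabp1 was not well above background, it was at least 21.8-fold lower by the mean of both arrays. Its log2 ratios in FeO were -4.93 and -4.01. Fabp2 was not well above background in either diet and was at least 6.76-fold lower in FeD and at least 6.32-fold lower in FeO. Apoa1 had log2 ratios of -3.17 and -2.71 in FeD, with FeD well above background on 1 array, and was at least 7.95-fold lower in FeO, where it was not well above background. A list of 40 intestinal epithelial genes that the paper does not print was lower as well, as given among the results of the re-analysis after the article.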

As all of these genes have been associated with diabetes in the surveyed literature [23]–[25] they were selected for follow-up study. However, the expression levels of these genes in pancreas were found to be below the detection limit of qRT-PCR, similar to previous studies that have failed to detect the expression of these genes in pancreas [26], [27].

## Discussion

Because iron status can affect glucose homeostasis, we sought to identify glucose metabolism-related genes in rat pancreas whose expression might be affected by iron deficiency or overload. Unexpectedly, our microarray data, and subsequent functional enrichment analysis by DAVID, did not identify any changes in the expression of genes known to be involved in glucose metabolism. 

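A list of 43 genes of glucose metabolism, insulin and glucagon signalling was fixed before the data were examined. Of these, 36 were well above background in FeD against FeA and 39 in FeO against FeA, and 0 reached a log2 ratio of 2 in either direction in either comparison. In FeD, their ratios lay between -0.45 (Ins2) and 0.29 (Aldoa). In FeO, they lay between -0.85 (G6pc1) and 1.55 (Pck1), and 4 genes reached a log2 ratio of 1. Pck1 had ratios of 1.19 and 1.91 on the 2 arrays, Gys2 of 1.36 and 1.24, and Pc of 0.77 and 1.65, and Gcg had a mean ratio of 1.14. Pck1 is also in the list of adipocyte genes and Gcg in that of islet genes. The insulin genes Ins1 (-1.09 and -0.53) and Ins2 (-0.91 and -0.64) were lower in FeO.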

A limitation to our study is that many of the glucose-responsive genes are found in islet cells [28], which constitute only 1–2% of the mass of the pancreas, and therefore changes in islet-cell gene expression may not be readily detectable in whole pancreas tissue unless large differences exist between treatment groups. The most notable finding from our microarray analyses was the identification of differentially expressed genes that are associated with diabetes and/or pancreatic stress. More specifically, Alox15 was identified as the most up-regulated mRNA in iron deficiency, and Reg family transcripts Reg1a, Reg 3a, and Reg 3b, were found to be markedly up-regulated in iron overload.

*Alox15* encodes arachidonate 15-lipoxygenase, a non-heme iron-containing enzyme that catalyzes the oxygenation of polyunsaturated fatty acids to form inflammatory mediators [29]. Despite the name suggesting 15-lipoxygenase activity, Alox15 in rodents has been demonstrated to function primarily as a 12-lipoxygenase with secondary 15-lipoxygenase function [30]. Therefore the term leukocyte 12-lipoxgenase, as well as the hybrid term 12/15-lipoxygenase, is often used in reference towards Alox15. A link between iron deficiency and Alox15 was first reported in a microarray study by Collins et al. [18], who identified Alox15 as the most strongly induced gene in the intestine of iron-deficient rats. Alox15 has also been identified as the most highly induced gene in microarray studies of iron-deficient rat liver [8] and brain [31]. Similar to Collins et al. [18], we found that elevated Alox15 mRNA levels were associated with higher Alox15 protein levels. The marked up-regulation of Alox15 mRNA expression in iron-deficient pancreas may be related to hypoxia due to iron-deficiency anemia in these animals. Hypoxia in rat pulmonary smooth muscle cells has been reported to induce Alox15 in a process that involves the transcription factor HIF-1α [32]. Interestingly, the Alox15 promoter region does not contain hypoxia response elements (HREs) [33], suggesting that HIF-1α acts indirectly to regulate Alox15 expression. Inspection of the *Alox15* promoter sequence also failed to identify other elements (e.g. antioxidant responsive element, ARE, or a Maf recognition element, MARE) that have been associated with transcriptional activation of other iron-related proteins [34], [35]. Protein levels of Alox15 were also found to be elevated in iron-loaded rat pancreas, despite no up-regulation of Alox15 mRNA levels, suggesting post-transcriptional regulation under iron-overload conditions. Although previous studies have reported possible post-transcriptional regulation of Alox15 [36], our data are the first to suggest its post-transcriptional regulation by iron loading. How this regulation may occur will require further investigation. Notably, Alox15 mRNA does not contain an identifiable iron-response element (IRE), which is commonly associated with mRNAs that are post-transcriptionally regulated by iron [37].

In the pancreas, Alox15 is present in beta cells [38] where it appears to play a role in the pathogenesis of diabetes. Genetic deletion of a locus containing *Alox15* has been shown to protect nonobese diabetic (NOD) mice from developing autoimmune diabetes, with knockout mice exhibiting superior islet mass and glucose tolerance [16]. Recent experiments using siRNA against Alox15 provide evidence that diminished Alox15 levels are responsible for the protective phenotype [17]. Resistance to the development of a diabetic phenotype induced via streptozotocin was also observed in mice lacking *Alox15* [39]. It has been proposed that Alox15 contributes to the development of diabetes via its ability to catalyze the formation of inflammatory mediators such as 12-HETE (hydroxyeicosatetraenoic acid), which causes beta-cell dysfunction and death [38], [40], [41], recently linked to excessive production of reactive oxygen species [42]. Our observation that iron deficiency causes a marked elevation in Alox15 mRNA and protein levels in the pancreas raises the possibility that iron deficiency—in addition to iron overload—may increase the risk of developing diabetes through up-regulation of Alox15. Such a possibility appears opposite to recent studies showing a protective effect of iron restriction on diabetes risk. For example, Cooksey et al. [5] observed that an iron-restricted diet enhanced beta-cell function and insulin sensitivity in the *ob/ob* mouse model of type 2 diabetes. Similarly, Minamiyama et al. [6] found that feeding an iron-restricted diet to type 2 diabetic Otsuka Long-Evans Tokushima fatty (OLETF) rats normalized plasma insulin levels. It should be noted, however, that in the study by Cooksey et al. [5], iron-restriction did not result in iron deficiency or anemia in contrast to our study.

Although it is well known that individuals with iron overload are susceptible to developing diabetes [1], the molecular mechanisms involved remain poorly understood. Our observation that iron-overloaded rats have highly elevated Alox15 protein levels in the pancreas suggests that Alox15 may contribute to beta-cell loss and beta-cell dysfunction in iron overload. Indeed, the pancreases of iron-loaded rats appear to be under stress as indicated by the elevated expression of the regenerating islet-derived gene family members *Reg1a*, *Reg3a*, *and Reg3b*. As indicated by their name, Reg genes were first identified by their strong induction in regenerating pancreatic islets in response to stress/damage [43]. Reg1a is a 165-a.a secreted protein that has been shown to play an important role in beta-cell function in vivo [19]. Disruption of murine *Reg1* (the ortholog of rat *Reg1a*) resulted in decreased proliferative capacity of pancreatic beta cells [44], whereas administration of recombinant rat Reg1a resulted in beta-cell regeneration and reversal of diabetes in rats after surgical resection of 90% of the pancreas [19]. Similar to Reg1, Reg3a and Reg3b have been associated with islet regeneration and protection against diabetes [21], [45]. Reg3 proteins are also known as pancreatitis-associated proteins (PAP) that become highly expressed in acinar cells in response to injury [46]. Our observation of elevated Reg3 expression in iron-loaded rat pancreas is consistent with a previous report of hypotransferrinemic mice, which displayed pancreatic iron loading and markedly elevated expression of Reg3 mRNA [47]. However, in that study, a time course analysis of pancreatic iron loading indicated that Reg3/PAP mRNA became detectable only when pancreatic non-heme iron concentrations had reached levels that were ∼50 times normal. In our study of iron-loaded rats, we found that even modest elevations in pancreatic iron concentrations (2.5 times normal) are associated with enhanced expression of Reg3 mRNA, suggesting that Reg mRNA levels could serve as an early biomarker of iron-related pancreatic stress/damage in rats. The apparent discrepancy in pancreatic iron load required to elicit increased Reg3 expression between mice and rats is likely attributable to interspecies variability. Mice are largely resistant to the degenerative effects of pancreatic iron loading whereas rats exhibit acinar cell degradation, indicative of pancreatic damage, following dietary iron overload [48], [49]. One caveat is that the elevated pancreatic Reg expression in iron-loaded rats could be confounded by the abnormally low (i.e., ∼25% of normal) copper concentrations in these animals. Copper deficiency in rats has been shown to result in pronounced atrophy of the exocrine pancreas [50]. Pancreatic atrophy is observed during pancreatitis, a state which promotes extensive expression of Reg family genes [51]. Also, during copper deficiency islet hyperplasia and beta-cell neogenesis have been documented [52] in line with the islet-regenerating properties of Reg proteins. More research is needed to determine if low copper levels induce the expression of these genes. It will also be important in future studies to determine whether differences in Reg mRNA levels are associated with changes in Reg protein levels, especially considering that Reg mRNA expression was quite variable within the iron-deficient and iron-overload groups. Lastly, given the exocrine and endocrine nature of the pancreas, interpretation of the microarray data would be enhanced by knowing how the iron status of pancreatic regions/cell types was affected by the different diets. In the present study, however, we were unable to histochemically detect non-heme iron in our pancreas samples because they were below the limit of detection, even by using the highly sensitive diaminobenzidine (DAB)-enhanced Perls' stain.

In conclusion, our microarray analysis of rat pancreas has revealed that iron deficiency and overload increase the expression of one or more genes strongly associated with diabetes and pancreatic stress, thus highlighting the importance of iron status in the pancreas.

## Supporting Information

Table S1 **Primers for quantitative reverse transcriptase PCR.**
(XLSX) Click here for additional data file.

Table S2 **Functional categories of pancreatic genes differentially expressed in response to iron.**
(XLSX) Click here for additional data file.

Table S3 **Functional categories of pancreatic genes differentially expressed in response to iron overload.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

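Pancreatic RNA of 6 rats per diet was pooled, and the FeD pool and the FeO pool were each compared with the FeA pool on 2 two-colour arrays with the dyes swapped. The 4 arrays share 1 slide and 1 scan, as read from the file headers.

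The intensity values were made by the authors with Feature Extraction 10.1.1.1, per the file headers: the median spot and local background signals are uncorrected, and the processed signals are background corrected, spatially detrended and dye normalized. The log10 values, as deposited, are the ratio of the red over the green processed signal, not turned for the dye swap. The log2 values of the authors' deposited tables are fold changes of the diet over FeA, which the authors transformed and normalized in a way the paper does not state further. The p-values and q-values, as deposited by the authors, come with a keep or discard tag per probe. The paper names a t-test per probe, and neither the origin of the q-values nor the rule of the tag is stated.

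Ratios were computed in R 4.3.3 with limma 3.58.1. The files hold no mean spot signals, so median signals were used, a choice made after seeing the files. Background was corrected by normexp with an offset of 50, control probes were removed, and loess was applied within each array. Spots that the scanner software marks as outliers were left out (722, 938, 764 and 735 on the 4 arrays). Spots of the same probe were averaged, as 1390 probes have 10 spots each. At most 20 spots per channel were saturated.

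The log2 ratio of diet over FeA was averaged over the 2 arrays. A probe was well above background in a channel when more than 50% of its spots were. No test of the diets was made, because each diet is 1 pool. The t-test of the methods and limma, alone and with Benjamini-Hochberg adjustment, were run as alternatives and compare the RNA pools.

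Probe names come from the reference table by accession for 59.3% of probes, from the authors' table for 16.3% and from the array file for 24.4%. Genes that the paper names are shown under its symbol. Genes named in the text are those the paper names for the array and, per comparison and direction, the 10 with the most extreme mean ratio past the size criterion and well above background in both diets. Members of gene lists are named where their list is reported. The values of 2 genes in the paper's tables are not reported here, and the tallies over those tables include them.

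The criteria, the alternatives and 22 lists of marker genes were set before the data were examined, and 1 list, of lymph node genes, was added later, before its values were read. Genes printed in the paper's tables were left out of the tissue lists. The median ratio of each list's members that passed the filter was compared with 10000 random lists of the same size matched on intensity in 10 bins, or 20 bins as an alternative. A list is described as outside the random lists when its median lay below 0.5% or above 99.5% of them. The correlation of the FeD and FeO ratios was compared with 1000 simulations of unchanged pools that share the FeA pool and have deviations of equal variance. These steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

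The alternatives were no background subtraction, an offset of 0, the scanner software's processed signals, median centring, Aquantile normalization, other filters and size criteria, the tests named above, the brightest probe, probes in place of genes, each array left out, and the authors' deposited tables. The steps were tested on simulated data with 200 changed probes per comparison among 30367. All changed probes were drawn from those brighter than the median, so recovery for dim probes was not measured. The size criterion recovered 60.7% of the changed probes past it in FeD and 62.3% in FeO. It called 0 unchanged probes and gave 0 wrong directions. The simulated noise was too small to carry an unchanged probe past the criterion, so the absence of false calls was fixed in advance. The slope of the measured on the true log2 ratio was 0.75 and 0.77, so ratios of these brighter probes are compressed towards 0. Quantitative PCR, Western blot and mineral measurements were not analysed here.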

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

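The tests of a lower acinar share, of dye bias and of lymph node genes were chosen only after the result was seen, and the other tests in this part were not. Each pattern below is the median log2 ratio of a list of genes that the paper does not print, lying outside nearly all random lists matched on intensity. With 1 pool per diet, a list's shift describes these pools and need not come from the diet. A diet effect was not tested and stays open for each pattern.

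The 40 intestinal epithelial genes had a median of -0.30 in FeD against FeA (arrays -0.44 and -0.31) and of -0.41 in FeO (arrays -0.56 and -0.47). Of the detected members, 24 of 29 were lower in FeD and 25 of 28 in FeO, and 21 were well above background in each diet pool. Over all members on the array, dim ones included, the medians were -0.19 and -0.26. Tff3 (-2.10 and -2.38), Cdh17 (-1.61 and -1.82), Krt20 (-1.16 and -1.74), Agr2 (-1.65 and -1.70) and Guca2a (-1.38 and -1.83) were among the lowest. The enterocyte genes Slc5a1, Slc15a1 and Mep1a were not detected, and Vil1 (-0.19 and -0.13) and Anpep (-0.21 and -0.08) moved little. Alpi (-1.37 and -1.43), Cdhr5 (-1.26 and -1.40) and Apoa4 (-0.95 and -0.99), also on the list, were lower in both diets. Aqp8 (0.46 and 0.59) and Enpep (0.06 and 0.62) were higher in both. Dye bias as the cause of the genes lower in both diets is argued against, since it would turn the sign of the ratio on the swapped array. Of the probes at a log2 ratio of -2 or lower on array 1 in both comparisons, 15 of 15 were below 0 on array 2 in both, with medians there of -2.69 in FeD and -3.35 in FeO. Of those chosen on array 2, 13 of 13 were below 0 on array 1, with medians of -3.30 and -3.68. Intestinal epithelium in the FeA pool may account for Fabp1, Fabp2, Apoa1 and others being lower in both diets, as the test value of -0.41 allows. That several enterocyte genes were not detected or moved little limits this explanation. The paper reports that Fabp1, Fabp2 and Apoa1 could not be detected by qRT-PCR in pancreas. How that relates to their array signal in the FeA pool was not examined, and a change in pancreatic cells was not tested here.

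The gut smooth muscle genes had a median of -0.35 in FeD (9 of 10 detected lower; Actg2 -1.41; -0.28 over all members on the array), which rested on array 1: the arrays gave -0.58 and -0.10. In FeO the median was -0.01. Neuron genes, with medians of -0.05 in FeD and -0.08 in FeO, lay within the random lists. Whether gut wall tissue in the FeA pool explains the lower neuropeptide genes cannot be told apart from other causes, since the muscle value of -0.35 and the neuron value of -0.05 point different ways.

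Adipocyte genes had a median of 1.13 in FeO (arrays 1.08 and 1.15), with 16 of 16 detected members higher and 8 at a log2 ratio of 1 or more. Car3 (2.14), Cidec (1.92) and Retn (1.83) were highest, and in FeD the median was -0.03. Of the list, 2 detected members are also in another list. Adipoq and Cfd, which are not in the list, may be higher because the FeO pool held more adipose tissue, for which the test value is 1.13. A lower acinar share as the whole cause is argued against, because the 6 lists compared (islets, ducts, T cells, B cells, fibroblasts and adipocytes) moved apart in FeO. Adipocytes at 1.13 and B cells at -0.42 lie 1.55 apart, and among these 6 lists the largest difference between arrays was 0.24, for ducts. With dim members included, T cells at -0.24 were the lowest of the 6 and adipocytes stayed at 1.13. More fat in the pancreas itself, a biological change, and fat attached at dissection stay open.

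In FeO, mast cell genes had a median of 0.77 (arrays 0.86 and 0.67), with 4 of 4 detected members higher out of 11 listed, and in FeD the median was 0.14. Without the filter on dim probes, it was 0.31 in FeO. More mast cells in the FeO pool may account for the higher Cma1, Tpsb2 and Mcpt1l3 by the value of 0.77. Few members were detected, and mesenteric tissue or an immune response in the pancreas stays open.

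T cell and B cell genes moved in opposite directions in the 2 comparisons. In FeD, the medians were 0.43 (T cells, arrays 0.34 and 0.41; 11 of 11 detected higher) and 0.42 (B cells, arrays 0.38 and 0.62; 8 of 8 higher). In FeO, they were -0.33 (arrays -0.34 and -0.30; 8 of 10 lower) and -0.42 (arrays -0.41 and -0.43; 4 of 5 lower). Lymph node genes outside those lists had a median of 0.53 in FeD (arrays 0.43 and 0.59; 16 of 16 higher) and of -0.22 in FeO (arrays -0.27 and -0.23; 9 of 13 lower). Over all members on the array, the medians in FeD and FeO were 0.36 and -0.24 for T cells, 0.39 and -0.11 for B cells, and 0.45 and -0.11 for lymph node genes, so the decrease in FeO is smaller when dim members count. Coro1a (0.95 and -1.12) and Ccl21 (0.73 and -0.99) followed this pattern in FeD and FeO, whereas Cxcl13 was higher in both (0.62 and 0.98). Different amounts of lymph node in the pools may explain the pattern, by the test value of -0.22 in FeO. A difference in lymphocytes of the pancreas was not tested.

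Further lists lay outside the random lists, and the cause was not tested. Macrophage genes were higher in FeD (0.36; arrays 0.39 and 0.30; 9 of 10 higher) and FeO (0.27; arrays 0.25 and 0.29; 8 of 11). Erythroid genes were higher in FeD (0.57; arrays 0.69 and 0.59; 5 of 5), with Alas2 at 1.24. In FeO, mesothelial genes (0.55; arrays 0.47 and 0.50; 7 of 7 higher), fibroblast genes (0.30; arrays 0.24 and 0.34; 12 of 12) and liver genes (0.50; arrays 0.67 and 0.28; 4 of 5 detected out of 12 listed) were higher. The liver median in FeO was 0.00 with no filter on dim probes. Glucose metabolism genes had a median of 0.16 in FeO (arrays 0.17 and 0.20; 24 of 39 higher), and 11 are also in another list. Islet genes were lower in FeD (-0.17; arrays -0.17 and -0.26; 15 of 18 lower) and FeO (-0.14; arrays -0.13 and -0.23; 17 of 20). Acinar genes were lower in FeO (-0.28; arrays -0.26 and -0.36; 13 of 17 lower), with mean log2 intensities up to 18.85. Of the 24 on the array, 24 had a value in FeD and 17 in FeO. Cpa1, Prss1, Ctrl, Cela2a, Cela3b, Clps and Gp2 have no value in FeO, so the acinar median there leaves them out. Their mean log2 intensities in FeD ran from 17.63 (Gp2) to 18.78 (Cpa1). A ratio is also missing where a probe's spots were left out as outliers on an array. The missing values therefore do not mean that these genes were undetectable in FeO. With median centring in place of loess the acinar median in FeO was 0.11, so its direction depends on the normalization. Over all members on the array, the medians were 0.26 in FeD and 0.20 in FeO for macrophages, 0.30 in FeD for erythroid genes, -0.12 in FeD and -0.13 in FeO for islets, and in FeO 0.40 for mesothelial and 0.13 for glucose metabolism genes.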

How the results depend on the processing

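The settings that use the authors' calls, or the processed signals with the methods' t-test, were chosen only after the data were seen. No paired analysis was possible because each diet is 1 RNA pool, and no test of the diets exists. Counts of genes are given as up and down, except that the 2 added settings count probes.

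With an offset of 0, FeD had 25 genes down (14 with the offset of 50) and FeO 28 up and 39 down. With processed signals, FeD had 7 up and 59 down and FeO 61 up and 85 down. With a linear fold of 2, a weaker criterion by construction, FeD had 20 up and 39 down and FeO 109 up and 83 down. The values of the authors' deposited tables gave 6 up and 58 down in FeD and 61 up and 85 down in FeO. The authors' calls in the authors' deposited tables gave 10 probes up and 56 down in FeD and 57 up and 85 down in FeO, and the processed signals with the methods' t-test 10 probes up and 56 down and 57 up and 80 down. The methods' t-test with Benjamini-Hochberg adjustment gave 0 up and 0 down in FeD and 0 up and 0 down in FeO. The methods' t-test on the ratios gave 1 up and 6 down in FeD and 7 up and 9 down in FeO, and 0 in each direction and comparison after adjustment. Dim probes were tested as a cause for the authors' calls alone (see the last part), and for the other settings the cause was not tested.

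With 1 array of the dye swap left out, FeD had 2 to 3 genes up and 13 to 15 down, FeO had 9 to 22 up and 19 to 20 down, and the correlation of FeD and FeO ratios was 0.541 to 0.653. The array that is left carries its own dye bias. The 22 genes up in FeO came without array 1.

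The 4 counts stayed within 1.5 times their value with no background subtraction, median centring, Aquantile, no filter on dim probes, both diets well above background, the size criterion on each array, the methods' t-test without adjustment, limma on 2 or 4 arrays, the brightest probe, and probes in place of genes. All 17 FeD genes and all 32 FeO genes were also called with processed signals, with an offset of 0 and with a linear fold of 2. The correlation of FeD and FeO ratios, 0.489, stayed between 0.454 and 0.522 in the other settings run for it.

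Of 115 ratios of named genes, the offset of 0 moved 92, processed signals 97, the authors' deposited tables 97, no background subtraction 30, the brightest probe 18, median centring 17 and Aquantile 0. The 42 that are past the size criterion kept their direction in each of these. Direction changed for Heph and Slc39a14 in FeO and for Trfr1 in FeD as the mean of 2 probes, of which 1 did not pass the filter (processed signals and deposited tables), Colq, Gsta5 and Slc39a14 in FeO (brightest probe), Hfe and Slc39a14 in FeO and Kcnn1 in FeD (median centring), Slc39a14 in FeO (no background subtraction), and Kcnn1 in FeD (offset of 0). Without array 1 it changed for Cybrd1, Heph and Slc39a14 in FeO, and without array 2 for Agxt2, Heph and Kcnn1 in FeD.

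The 21 list medians outside the random lists kept their direction in the settings run, except acinar genes in FeO with median centring and liver genes in FeO with no filter on dim probes (20 of 21 in each). The median ratio of all genes lay between -0.01 and 0.03 in each scaling. The signal over background limits the ratios of dim genes, for which only bounds are given.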

Differences from the paper's values

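Every alternative in this part was set before the data were examined, except the authors' calls and the processed signals with the methods' t-test, which were chosen only after the values were seen. Both sides are log2 ratios of the diet over FeA. Of 83 values compared, 39 are measured here and 44 are bounds. Of the 39 measured values, 33 differ, and of the 44 bounds, 0 do. A bound limits the size only from below, as for Vegfb in FeD (0.26 against the paper's 2.4). The 0 therefore shows no conflict but is no agreement in size. The bounds of Kcnn1 and Agxt2 are among the 44 and do not settle even the direction, since their arrays have opposite signs. Processed signals have 26 of the 33 within the paper's value, the authors' deposited tables 27, an offset of 0 has 6 and median centring 2.

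In FeD, the paper gives 3.3 for Tdh against 2.71 here, -6.1 for Fabp1 against -4.21, -5.0 for LOC494499 against -3.11, -5.0 for Prap1 against -3.89 and -4.6 for Apoa1 against -2.94. Its Table S2 gives -3.185 for Apoc3 against -0.91 here and -2.076 for Calca against -0.68. For these, processed signals and the authors' deposited tables reach the paper's values, and the other alternatives do not. For S100g, the paper's -4.9 against -4.44 here is reached with an offset of 0 and by the authors' deposited tables, not by processed signals or the other alternatives.

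In FeO, the paper gives -6.6 for Prap1 against -4.45 here, -5.6 for S100g against -4.77, -5.4 for LOC494499 against -3.29 and -5.2 for LOC691259 against -3.19. Its Table S3 gives 2.14 for Prg4 against 0.82 here, 2.07 for Tpsb2 against 1.08, 3.096 for Aox1 against 2.00, -2.609 for Gpx2 against -1.59, -3.856 for Tff1 against -2.75, -2.57 for Defa24 against -1.46, -2.192 for Apoc3 against -0.78, 2.576 for Cma1 against 1.69 and -2.018 for Tmprss8 against -0.65. Processed signals and the authors' deposited tables reach these, and the other alternatives do not.

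For further genes in FeO, other alternatives also reach the paper's value besides processed signals and the authors' deposited tables. An offset of 0 does so for Ucma (paper 3.2, here 2.86), Colq (paper -2.42, here -1.30), Fmo1 (paper 2.715, here 1.95), C6 (paper 3.052, here 2.24) and Adipoq (paper 2.215, here 2.07). Median centring does so for Reg3a (paper 4.8, here 4.62) and Adipoq, and leaving out array 1 for Adipoq.

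For 6 genes with 2 probes each, no alternative reaches the paper's value with the mean of the probes. They are RT1-CE5 in FeD (paper 3.3, here 0.50), Gal in FeD (paper -3.08, here -0.77), and in FeO LOC691352 (paper -8.7, here -3.26), Lgals4 (paper -6.0, here -3.59), Gsta5 (paper -3.566, here -0.22) and Mcpt1l3 (paper 2.324, here 0.95). In the authors' deposited table for each comparison, 1 of the 2 probes, looked up after the values were seen, has the paper's value: 3.28, -3.08, -8.69, -5.96, -3.57 and 2.32 in the same order.

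The paper counts 10 genes up in FeD against 3 here. Processed signals, with 7, lie within 1.5 times the paper's count, and the linear fold of 2 (20) and the values of the authors' deposited tables (6) do not. The paper counts 56 genes down in FeD against 14 here, 66 changed in FeD against 17, 82 up in FeO against 10, 82 down in FeO against 22, 164 changed in FeO against 32, and 230 in all against 49. Processed signals (sum 212), a linear fold of 2 (sum 251) and the authors' deposited tables (sum 210) lie within 1.5 times each of these, and the other alternatives do not. The authors' calls in the authors' deposited tables (66 in FeD and 142 in FeO, sum 208) and the processed signals with the methods' t-test (66 and 137, sum 203), both counted in probes and chosen after seeing the values, lie within 1.5 times all of the paper's counts.

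The paper describes most of the functional categories in FeO pancreas as enriched in up-regulated genes. Over all 8 categories of Table S3, 18 of 39 genes are up here and in the paper's table, and 3 of the 8 categories have more genes up than down.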

Other observations

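The tests of dim probes and of gene-specific dye effects were chosen only after the result was seen, and the test of the shared FeA pool was not.

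The authors' deposited tables hold 66 probes past the paper's criteria in FeD (10 up, 56 down; 64 genes) and 142 in FeO (57 up, 85 down; 136 genes). Among probes with the keep tag in the authors' deposited tables, 1190 (5.8%) in FeD and 1157 (5.7%) in FeO have a p-value below the paper's threshold, and 1 and 0 have a q-value below it. The q-values of the authors' calls in the authors' deposited tables run from 0.006 to 0.999 (median 0.891) in FeD and from 0.676 to 0.99 (median 0.99) in FeO. Fold changes in the authors' deposited tables correlate with the processed signals with r of 0.993 in FeD and 1.0 in FeO.

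Of the authors' calls, 47 in FeD and 108 in FeO are not past the size criterion here. Among these, 85.1% in FeD and 67.6% in FeO have a diet not well above background on either array, against 5.3% and 17.6% of the calls that are past it. Dim probes, whose processed signals are small substituted values, may therefore account for much of the lower count here, by the value of 67.6 in FeO. This covers 73 of the 108 calls in FeO, and the rest have both diets well above background on at least 1 array, so dim probes are not the whole cause.

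Array 1 of FeD correlates across probes with array 1 of FeO (r 0.552), and array 2 with array 2 (r 0.657), more than the swapped arrays of a comparison with each other. The differences between swapped arrays of the 2 comparisons correlate with r 0.829, which follows from the correlations between the arrays and is no separate evidence. Gene-specific dye effects as the source therefore cannot be told apart from other differences between arrays 1 and 2, because no array holds the same pool in both dyes.

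Across 15251 genes, which are not independent replicates, FeD and FeO ratios correlate with a Pearson r of 0.489 (Spearman's rho 0.386). Simulated unchanged pools with a shared FeA pool gave a mean of 0.456, from 0.433 to 0.474. The shared FeA pool therefore may give most of the correlation, and the rest cannot be told apart from a wider deviation of the FeA pool, because the simulation assumes equal variances.

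Lists not described above had these medians in FeD and FeO. Acinar stress genes had 0.07 and -0.09, copper genes -0.07 and -0.13, duct genes 0.02 and -0.03, hypoxia targets 0.01 and 0.04, further iron homeostasis genes 0.10 and 0.08, the iron homeostasis genes of the paper -0.10 and 0.01, and neutrophil genes 0.14 and -0.07. In the comparison not given above, the medians were 0.04 for acinar, -0.01 for fibroblast, 0.03 for glucose metabolism, 0.17 for liver and 0.04 for mesothelial genes in FeD, and 0.25 for erythroid genes in FeO. Among the copper genes, which include metallothioneins, Mt1 had -2.05 and Mt2A -1.99 in FeO and -0.26 and -0.57 in FeD.

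Glycam1, singled out after its values were seen, had a log2 ratio of 1.15 in FeD and -2.75 in FeO. No explanation was tested for it.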
